A study of Danio rerio with 4 samples. Its data were reported in "Anti-masculinization induced by aromatase inhibitors in adult female zebrafish" (2020).

How the data were processed

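The samples were gonads dissected from adult zebrafish of the AB strain, a laboratory strain of Danio rerio. Each library came from 1 fish. The 2 ovary libraries and the 2 testis libraries were from untreated fish, the null controls of a study of exemestane, an inhibitor of the aromatase enzyme that makes oestrogen. Fish exposed to exemestane or to its solvent were not analysed here.

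The deposited table holds raw read counts, as whole numbers, for 32520 Ensembl genes in 4 columns, and each column matched 1 sample by its name. Per the labels, the RNA was depleted of ribosomal RNA and the libraries were stranded. The methods of the study describe its adult libraries as selected for polyadenylated RNA. They count fewer such libraries than the adult samples sequenced, so they may not cover these null controls. The table holds counts for RNAs without a poly(A) tail such as rn7sk and rmrp. The authors aligned reads with Hisat2 to the zebrafish genome of an Ensembl release, removed reads at the same position as duplicates with samtools, and counted reads per gene on the stated strand with HTSeq. Removing duplicates would compress the range of abundant and short genes. The testes had 41461 and 72129 counts of rn7sl1 and 18837 and 28807 counts of rpph1, both short RNAs, so the step may not apply to the deposited counts. Counts were not set against the number of read positions in these genes, since exon lengths of that annotation were not used. Counting by gene leaves out reads that align to several genes unless a setting keeps them, so values of near-identical copies are uncertain.

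Gene symbols came from a table of gene IDs and symbols and were written in lower case. A symbol was found for 29201 of the 32520 IDs. Genes of lists fixed in advance whose symbol was not found under the listed spelling, such as cyp19a1a and cyp19a1b, were not reported. The RefSeq table at hand is of assembly GRCz12tu, a later build than that of the counts, so no coordinates are given and the planned comparison of sex-biased genes by chromosome was not run.

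Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Figures and tables of single genes were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were filtered with filterByExpr, which left 21815 genes, and libraries were scaled by the trimmed mean of M-values (TMM). The main test was edgeR's quasi-likelihood test of testis against ovary with Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Positive log2 fold changes mean higher in testis. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Levels are given as CPM, read counts per 1000000 counts of the TMM-scaled library size, with mean ± SD over 2 libraries. A group with at most 3 counts in each of its libraries was treated as at the floor, and a fold against it was computed against 3 counts and given as a lower bound. Intervals and floors cover counting error only, and the floor covers it only in part where counts were seen.

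Gene sets were tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation beside it, each adjusted over the sets. The sets were zona pellucida, cilium, vitellogenin and meiosis genes, and an ovary and a testis marker list. The 4 marker genes the study used and a list of other genes it names, most of them for treated fish, were examined gene by gene, without a set test. Lists of liver and blood genes were summed without a test. Lists of skin, gut, muscle, kidney and immune genes were written after krt5 had been seen and before the values of their other genes were read. The genes named one by one were chosen by a rule: of the genes past the threshold with a mean log2 CPM of at least 5, with both libraries of one sex above both of the other and a symbol without a colon, the 4 with the largest fitted change in each direction. The groups, tests, lists other than the tissue lists, and rule were fixed before the data were examined.

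Total counts per library ranged from 11554811 to 26137839. The 2 replicates of each sex were compared by a chi-square statistic over genes, which was 75.5 per degree of freedom for ovary and 39.9 for testis, so they differed by far more than sampling noise and each was kept as 1 replicate. The biological coefficient of variation was 0.384. The pipeline was tested on simulated counts for 21815 genes with that dispersion, of which 200 were changed by known folds. edgeR recovered 122 of the 200 and made 5 false calls, and DESeq2 1.42.0 recovered 123 and made 18 false calls. The simulation used 1 dispersion for all genes and no broad shift between the sexes. In the data 65.2% of tested genes were called, so these numbers do not give the error of the main test.

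Alternatives tried were DESeq2 size factors in edgeR, library size scaling, DESeq2's Wald test, no filter beyond 1 count, at least 10 counts in every sample, an adjusted p under 0.01, a test against a minimum fold change of 2, the replicate number as a block, and each library left out in turn. The legacy form of the quasi-likelihood test and counts thinned to the smallest library were added after the data had been seen.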

Results

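To give the baseline difference between the sexes in gonads of untreated adult zebrafish, RNA-Seq read counts were compared between 2 ovaries and 2 testes. The ovary libraries held 26137839 and 18085251 counts, and the testis libraries 11554811 and 12382674. At least 1 count was found for 23230 and 22873 genes in the ovaries and for 27522 and 27421 genes in the testes. The 10 genes with most counts took 3.87% ± 1.23 (SD, n = 2) of the counts in ovary and 3.87% ± 0.164 (SD, n = 2) in testis. Genes of the mitochondrial genome took 0.238% ± 0.142 (SD, n = 2) in ovary and 1.02% ± 0.393 (SD, n = 2) in testis.

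Libraries of one sex resembled each other more than libraries of different sexes. Across 21815 genes, which are not independent replicates, Pearson's r of log2 CPM was 0.966 between the ovaries and 0.925 between the testes. Between an ovary and a testis it lay between 0.591 and 0.618. With all genes of at least 1 count, the lowest value between the sexes rose to 0.747. The first principal component carried 90.6% of the variance and had both ovaries on one side and both testes on the other.

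Of the 21815 genes tested, 6217 were female-biased (higher in ovary) and 8002 were male-biased (higher in testis) at an edgeR adjusted p under 0.05. Male-biased genes made up 56.3% of the calls. In 14216 of the 14219 called genes, both libraries of one sex lay above both of the other. Among all tested genes this held for 84.8%, where chance gives 33.3%. The median log2 fold change was -1.91 for female-biased and 3.61 for male-biased genes. With genes at the floor set to their bound, the median of the male-biased genes was 3.08. In the ovaries, 2511 of the male-biased genes had at most 3 counts in each library, whereas 89 of the female-biased genes were at that level in both testes. The latter number depends in part on testis replicate 1. Of 19 tested zona pellucida genes, 0 were at the floor in both testes and 6 without testis replicate 1. At least a change of 2 on the log2 scale, with genes at the floor set to their bound, was found for 2874 female-biased and 6478 male-biased genes. The scaling moved the balance most. With library size alone, 3833 genes were female-biased and 10412 male-biased, and male-biased genes made up 73.1%. The median log2 fold change of all tested genes was 0.45 under TMM and 1.19 under library size alone.

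**Figure D1:**
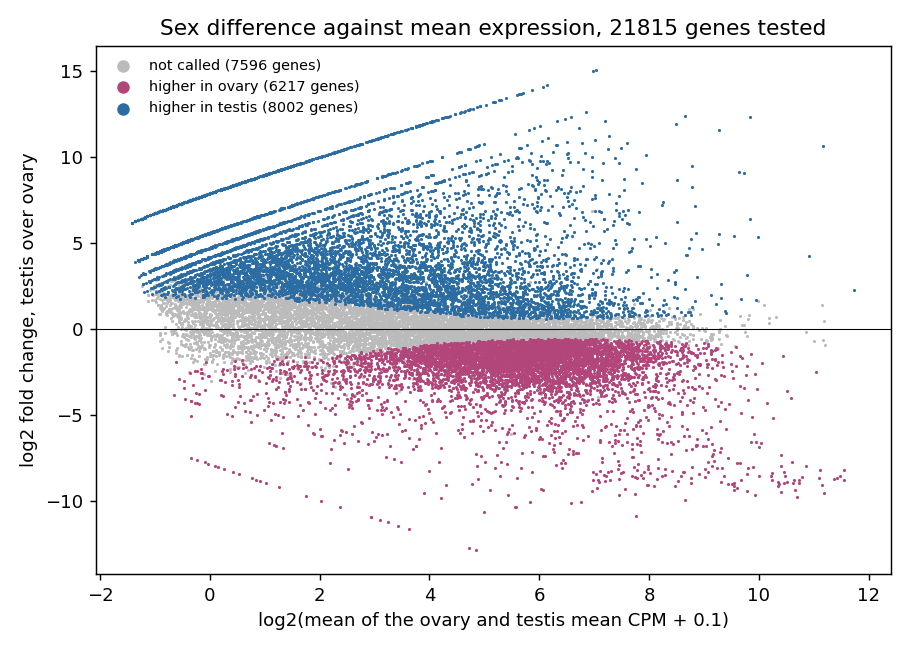
Each point is 1 of 21815 genes, with its fitted log2 fold change (testis over ovary) against the log2 of the mean CPM of the sexes; 6217 genes are coloured as higher in ovary and 8002 as higher in testis. The diagonal bands are genes with few or no counts in one sex, whose fitted change depends on the prior count.

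The genes with the largest fitted changes were next examined. Among male-biased genes, tekt1 (ENSDARG00000101331), rsph9 (ENSDARG00000017355), cfap299 (ENSDARG00000088753) and dnai7 (ENSDARG00000016815) had 0 counts in both ovaries, which allows up to 0.201 CPM. In testis, tekt1 reached 252 ± 51.9 CPM (SD, n = 2) and was at least 1251-fold higher than in ovary. Testes had at least 699-fold more rsph9, 663-fold more cfap299 and 501-fold more dnai7, and the edgeR adjusted p of the 4 genes lay between 9.87e-05 and 0.000178. Among female-biased genes, trim35-29 (ENSDARG00000055730) had 40.5 and 149 CPM in the ovaries and 1 count in each testis, and was at least 482-fold higher in ovary (edgeR adjusted p 0.000196), or at least 206-fold without ovary replicate 2. Ovaries also had at least 479-fold more qdprb.3 (ENSDARG00000090118, edgeR adjusted p 0.000195). The other 2 female-biased genes were copies of the 7SL RNA of the signal recognition particle, metazoa_srp (ENSDARG00000109767 and ENSDARG00000098483). Set against 3 counts, they were 579-fold and 440-fold higher in ovary. Each had 3 and 0 counts in the testes, so these bounds do not fully cover counting error. The ovaries had 62.0 and 165 CPM of the former and 48.9 and 123.6 CPM of the latter, and without ovary replicate 2 the lower bounds were 316-fold and 250-fold. A total of 76 IDs share this symbol, so reads of near-identical copies make the values of both uncertain.

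The study checked sex bias in other fish with vtg1 and gdf9 for females and gapdhs and amh for males. In the null controls, all 4 genes passed the threshold over all genes tested and 4 when adjusted over the list alone. gdf9 (ENSDARG00000003229), an oocyte growth factor, had 99.7 ± 1.57 CPM (SD, n = 2) in ovary and 6.60 ± 4.62 CPM (SD, n = 2) in testis, a log2 fold change of -3.91 ± 0.53 (SE, edgeR adjusted p 0.0015). The log2 fold change of gdf9 was -3.33 without testis replicate 1 and -4.89 without testis replicate 2. For vtg1 (ENSDARG00000092233), a yolk protein precursor, the log2 fold change was -4.80 ± 0.87 (SE, edgeR adjusted p 0.00443). Its level differed between the ovaries, at 165 and 28.3 CPM, and without ovary replicate 1 the log2 fold change was -2.97. The anti-Mullerian hormone gene amh (ENSDARG00000014357) was higher in testis by 6.38 ± 0.51 (SE, edgeR adjusted p 0.000287), with 286 ± 24.2 CPM (SD, n = 2) there. Without ovary replicate 2 the log2 fold change of amh was 7.115. The sperm glycolysis gene gapdhs (ENSDARG00000039914) was higher in testis by 3.22 ± 0.22 (SE, edgeR adjusted p 0.000203).

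**Figure D2:**
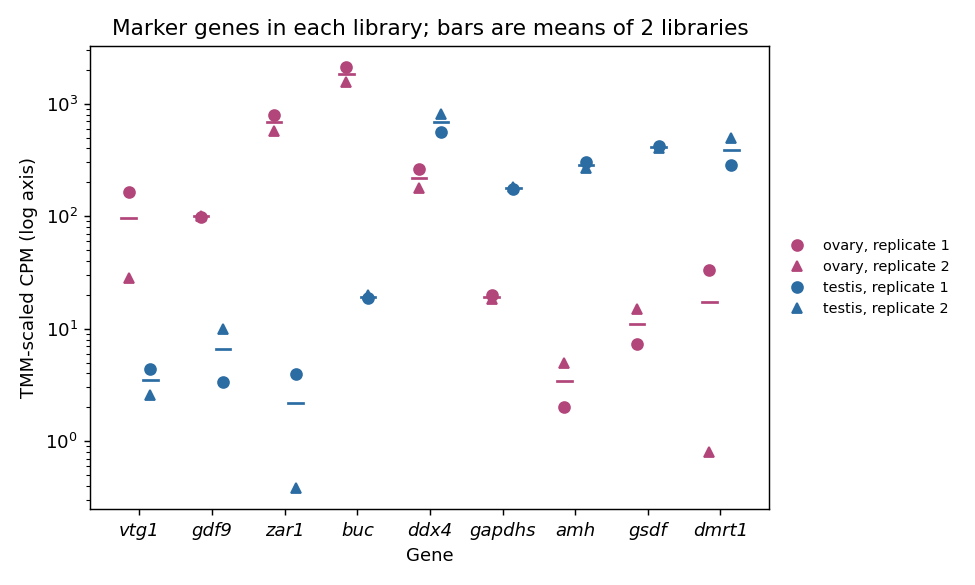
TMM-scaled CPM on a log axis for 9 genes in each of the 4 libraries; circles are replicate 1, triangles replicate 2, and bars the mean of 2 libraries. Ovary replicate 1 has 33.4 CPM of dmrt1 and ovary replicate 2 has 0.806 CPM.

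Marker lists showed the same separation. The 6 tested genes of the ovary list (gdf9, zar1, bmp15, mos, figla and buc) were all higher in ovary over all genes tested, and 6 when adjusted over the list alone, with a median log2 fold change of -6.51. The 9 tested genes of the testis list were all higher in testis, and 9 when adjusted over the list alone. Their median was 8.18, or 6.71 with the 3 genes at the floor set to their bound. In this list dmrt1 (ENSDARG00000007349) differed most between replicates of one sex, with 631 and 12 counts in the ovaries. Its log2 fold change was 4.51 ± 1.43 (SE, edgeR adjusted p 0.0322), and 8.94 without ovary replicate 1. It did not pass when genes were not filtered.

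Gene sets were then compared. All 19 tested zona pellucida genes, which encode the egg coat, were female-biased, with a median log2 fold change of -7.17 (camera adjusted p 2.42e-10). The size of this value depended on testis replicate 1, without which it was -9.97, or -9.05 with the 6 genes then at the floor set to their bound. Of 113 tested cilium genes, 103 were male-biased and 1, spag7, was female-biased. The median of the set was 6.14, or 6.04 with genes at the floor set to their bound (camera adjusted p 3.23e-42). Of 15 tested meiosis genes, 14 were male-biased, and the median was 8.18, or 8.14 with genes at the floor set to their bound (camera adjusted p 1.62e-17). The exception was mlh3, with a log2 fold change of -0.07 ± 0.24 (SE, edgeR adjusted p 0.813). The camera adjusted p of the ovary list was 1.52e-08 and that of the testis list 2.42e-10. These 5 results also passed under fry, with adjusted p from 0.00206 to 0.0198. With an estimated correlation none of the 6 sets passed, and the lowest adjusted p was 0.056.

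The vitellogenin set, genes for yolk precursors, did not pass (median log2 fold change -2.43, camera adjusted p 0.268). Of its 8 genes, vtg1, vtg2 and vtg4 were female-biased and vtg8 was male-biased. The set had 275 and 44.1 CPM in the ovaries and 14.6 and 16.2 CPM in the testes. Without ovary replicate 1 the median was -0.63.

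**Figure D3:**
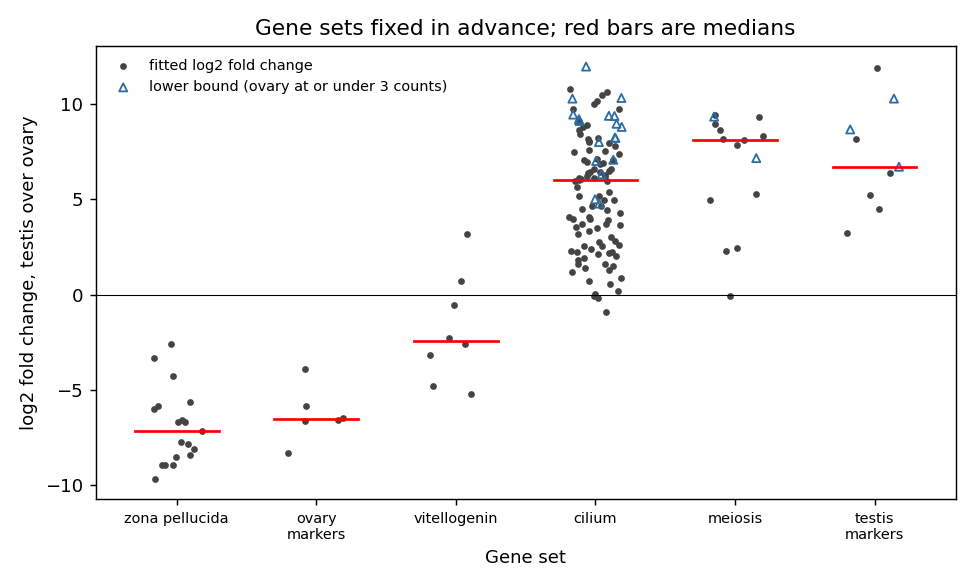
Log2 fold change (testis over ovary) of each tested gene in 6 sets; triangles are lower bounds for genes with at most 3 counts in each ovary, and red bars are medians of the values drawn. The medians run from -7.17 for zona pellucida genes to 8.14 for meiosis genes.

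A list held 13 genes that the study names, most of them from comparisons of exemestane-exposed fish with controls. It included cyp19a1a and cyp19a1b, which the study names only as aromatase genes, and left out anxa1c. The study names zar1, zpcx and bcl2l16 for whole juveniles and ddx4 for its isoforms, not for levels in adult gonads. Of the list, 10 genes were tested here for their baseline difference between the sexes. Over all genes tested 7 passed the threshold, and 8 when adjusted over the list alone. zar1, zpcx, vtg2 and vtg4 were female-biased, and gsdf, bcl2l16 and ddx4 (vasa) were male-biased. The gene added when adjusted over the list alone was vtg7, whose log2 fold change was -2.58 ± 0.97 (SE, edgeR adjusted p over all genes 0.0552). It passed over all genes with DESeq2 size factors, with DESeq2's test and with thinned counts. Without ovary replicate 1 the log2 fold change of vtg7 was -0.85, that of vtg4 moved from -3.17 to -1.34 and that of vtg2 from -5.22 to -2.86. vtg4 did not pass with library size scaling. ddx4 (ENSDARG00000014373) was expressed in both sexes, at 220 ± 58.6 CPM (SD, n = 2) in ovary and 688 ± 179.8 CPM (SD, n = 2) in testis. gsdf (ENSDARG00000075301) was higher in testis by 5.21 ± 0.43 on the log2 scale (SE, edgeR adjusted p 0.000316). Testis levels of the ovary genes differed between replicates, with 73 and 1 counts of zpcx and 61 and 6 counts of zar1. The log2 fold change of zpcx was -9.65, and without testis replicate 1, where it was at the floor in testis, it was -13.32 or below. That of zar1 moved from -8.28 to -10.78. For macf1a (log2 fold change 0.33 ± 0.25, SE) and vtg6 (-0.52 ± 1.06, SE) the difference did not pass (edgeR adjusted p 0.279 and 0.682). macf1a was male-biased with library size scaling (log2 fold change 1.07) and among genes with at least 10 counts in every sample (0.75).

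Transcripts of liver and blood genes were low. Genes of a liver list summed to 63.4 and 10.7 CPM in the ovaries and to 58.2 and 53.0 CPM in the testes. Genes of a blood list summed to 2.06 and 5.78 CPM in the ovaries and to 14.3 and 13.8 CPM in the testes. No test was run on these sums.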

Values the study reported

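In other fish, the solvent controls, the study reported 3927 genes biased towards females and 6797 genes biased towards males. It reported correlation coefficients of 0.76 to 0.99 between the replicates of its samples.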

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

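The gene sets and marker lists kept their direction and their side of the threshold under each of the alternatives that gave a test. Their sizes depended on the filter. Among genes with at least 10 counts in every sample, the median was 3.92 for 62 cilium genes, against 6.14. It was 5.27 for 4 genes of the testis list and 5.70 for 9 meiosis genes, against 8.18 for each. The medians of the ovary list (-6.10), zona pellucida (-6.75) and vitellogenin genes (-2.31) moved less. The counts of biased genes moved by over 1.5 times in 4 cases. The number of female-biased genes was 3833 with library size scaling and 4045 when tested against a minimum fold change of 2, against 6217. The number of male-biased genes was 4566 among genes with at least 10 counts in every sample and 5258 at an adjusted p under 0.01, against 8002. The first of these filters removes genes absent from the ovaries, and with it 50.1% of the calls were male-biased. Of the 14219 called genes, 143 had the opposite direction under library size scaling and 0 under DESeq2 size factors, with 6402 female-biased and 7812 male-biased genes there. DESeq2's Wald test called 6635 and 7460 genes, with 5110 adjusted p-values not given. For vtg6, which did not pass in any case, the log2 change of -0.52 was 0.27 with library size scaling.

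With each library left out in turn, 1 sample remained in an arm and no calls were made. The sign of 1 of the 14219 called genes changed without ovary replicate 1 and of 1 without testis replicate 1. Across the 4 fits the zona pellucida median ran from -9.97 to -6.63, the lowest value being that without testis replicate 1, which is -9.05 with genes at the floor set to their bound. The vitellogenin median ran from -3.22 to -0.63, the highest value being that without ovary replicate 1. The log2 change of vtg6 ran from -1.69 to 1.71. The values of single genes (vtg6 included), correlations, shares and list sums were also compared. Among these, 30 moved by more than the spread between replicates, 5 passed a threshold they had not passed, and 2 no longer passed. The former were vtg7 in 3 alternatives and macf1a in 2, and the latter were vtg4 with library size scaling and dmrt1 without a filter. The cause was not tested.

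The replicate numbers do not pair fish of different sexes in the labels. Deviations of same-numbered libraries from their group means had a correlation of -0.03 across 21815 genes. With the replicate number as a block, 5610 genes were female-biased and 7191 male-biased, and it changed no call of a set.

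After the data had been seen, 2 alternatives were added. The legacy quasi-likelihood test gave 6182 and 7848 genes. Thinning each library to 11554811 counts gave 5835 and 7668. Depth limits the folds of the 2511 male-biased genes at the floor in both ovaries, which are lower bounds. The alternatives for the share of biased genes by chromosome were not run, since no annotation of the build of the counts was used.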

Other observations

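The tests below were chosen after the patterns were seen, except that of liver tissue in the ovary and the split of calls under other scalings, which were written down beforehand.

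The number of female-biased genes here was 6217. That is higher than the value quoted from the study above, which is of other fish, exposed to the solvent. With library size scaling the number was 3833, which is lower. The number of male-biased genes, 8002, was also higher than the value quoted. With at least 10 counts in every sample (4566), at an adjusted p under 0.01 (5258) and against a minimum fold change of 2 (6301) it was lower than that value. The study called its genes with DESeq2 at an adjusted p under 0.05. DESeq2's Wald test here gave 6635 female-biased and 7460 male-biased genes, both higher than the values quoted. The fish, their exposure and perhaps the library preparation still differed, so the numbers are not directly comparable.

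More genes were male-biased (8002) than female-biased (6217). The share of male-biased calls was 55.0% with DESeq2 size factors, 56.3% with TMM and 73.1% with library size scaling. This split follows where each scaling centres the data, so it decides nothing about the cause. A few genes taking most of the counts is argued against by the share of the 10 most abundant genes, which had a mean of 3.87% in each sex. More genes were also detected in testis than in ovary, although the testis libraries were smaller. After thinning to one depth, the ovary libraries had at most 22035 genes detected and the testis libraries at least 27341, which argues against depth. A difference between the tissues, which the design names, stays open and was not tested further.

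Transcripts abundant in ovary were found in testis replicate 1. Of the 100 genes with the highest mean in ovary, each at 1127 CPM or more, 0 lay under 0.1% of their ovary mean in testis replicate 1, and 43 did in testis replicate 2. At the 10th percentile the level was 0.318% of the ovary mean in testis replicate 1 and 0.0042% in testis replicate 2. For zpax4 the testes had 451 and 14 counts, and 16 of 19 zona pellucida genes were higher in testis replicate 1. Depth is argued against, since testis replicate 2 had 1.07 times the total counts of testis replicate 1. In the other direction the ovaries showed no such difference between replicates, with 8 and 6 of the 100 most abundant testis genes under 0.1%. Ovary RNA or reads in the testis replicate 1 library would leave 0 genes under the limit, but that value is the pattern itself and no test of the source. Which ovary library resembled the excess more depended on the genes chosen. Over 81 genes with at least 300 CPM in ovary and under 0.1% in testis replicate 2, the log2 ratio of testis replicate 1 to ovary replicate 1 had an SD of 0.998, and that to ovary replicate 2 an SD of 1.31, where counting noise gives 0.195. Over the 43 genes under 0.1% in testis replicate 2 among the 100, the values were 0.896 and 0.632. Expression in this testis and noise of the preparation add to these spreads, so carry-over from either ovary library, ovary RNA of another fish and oocytes in this testis stay open. In each case the log2 fold changes of egg coat genes depend on testis replicate 1.

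Keratin transcripts were high in testis replicate 1 as well. Counts of krt5 were 11 and 56 in the ovaries and 7544 and 7 in the testes, so RNA from the ovary libraries, where replicate 1 had 11 counts, is not the source. In testis replicate 1 krt4 had 3855 counts, against 465 in testis replicate 2. All 8 tested genes of a skin list were higher in testis replicate 1 than in testis replicate 2, with a median log2 ratio of 2.69. Of 10000 random lists matched on mean level, 0 had as high a median, and the highest was 1.23. The medians of the other lists were 0.65 for muscle (2 tested genes), 0.46 for immune (3), -0.61 for gut (4) and -1.20 for kidney genes (2). These lists are short. All tested muscle and immune genes were also higher in testis replicate 1, and 0 of the gut and kidney genes were. Of all 13 matched genes of the skin list, 10 had more counts in testis replicate 1. The 8 tested ones also had at least 1 CPM in testis replicate 2, but the filter favours genes counted in both testes. Among those not tested, cldne had 86 and 0 counts in the testes and cldni 113 and 8. Of the skin genes 0 were in another list. Epithelial cells in the testis replicate 1 sample may explain this. Surface skin cells are argued against by cyt1 and cyt1l, keratins of the same list, which together had 2 counts there. Which epithelium, and whether it belongs to the gonad or its ducts, stays open.

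Copies of the 7SL RNA went opposite ways. Of 32 tested genes named metazoa_srp, 30 were female-biased, with a median log2 fold change of -7.50, whereas rn7sl1 was male-biased by 4.25. The 7SL genes together had 1905 and 3913 CPM in the ovaries and 2750 and 4690 CPM in the testes, so the sum overlapped between the sexes. Reads of rn7sl1 spilling over to its copies would move both the same way, and the 30 female-biased copies argue against it. Other small RNAs went with rn7sl1, namely 33 of 38 tested 5S rRNA genes (median log2 fold change 6.57), rn7sk (4.69) and rmrp (1.04). The 5S genes together held 50 and 61 counts in the ovaries and 612 and 799 in the testes. As near-identical copies with few counts, they cannot decide how much small RNA was kept. More small RNA kept in ovary by the library preparation would also raise rn7sk and rmrp there, and both were lower in ovary. That goes against it as the source of the copies, but a difference between the tissues in these 2 RNAs could hide it. More small RNA kept in testis cannot be told apart from a difference between the tissues as the source of the rn7sl1 change (4.25), because preparation and tissue were not varied separately. In 31 of the 32 copies both ovaries lay above both testes. A variant shared by the fish of one sex could give this and cannot be told apart from a difference between the tissues, because each fish gave 1 tissue. Different 7SL copies in use in ovary and testis is a hypothesis that was not tested.

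Genes of 1 clone, with symbols beginning si:ch211-113a14, were high in ovary replicate 2 and testis replicate 2. The clone was singled out after its values were seen, as the one with most genes of this kind. Of 21 tested, 9 were over 4-fold higher in both than in the replicate 1 libraries. si:ch211-113a14.9 had 6 and 3062 counts in the ovaries and 15 and 3151 in the testes. Over all tested genes 32 were over 4-fold higher in both replicate 2 libraries and 29 over 4-fold lower. A batch shared by libraries of one replicate number is argued against by the correlation of deviations across genes, which was -0.0326. The total of the 21 genes was higher in replicate 2 in both pairs, at 2351 and 4473 CPM in ovary and at 2626 and 3860 CPM in testis (1.47 times as high), whereas reads moving between counted genes of the clone alone would leave the total as it is. Reads shared between near-identical copies still cannot be told apart from a difference between fish. Copies outside the clone were not added to this total, and reads that align to several genes may be left out of the counts. The clone was also chosen for its rising genes. A haplotype that only some of the fish carry was not tested.

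Yolk precursor transcripts differed between the ovaries, and 7 of 8 vitellogenin genes were higher in ovary replicate 1, with a median log2 ratio of 2.50. Liver is a candidate source, because vitellogenins are made there. Of 10 genes of a liver list, 7 were higher in ovary replicate 1 than in ovary replicate 2, with a median log2 ratio of 1.07, and 7 had at least 1 CPM in both testes. Most counts of the list in ovary replicate 1 were of apobb.1 (779, against 66 in ovary replicate 2), c3a.1 (274 and 54) and tfa (80 and 16), which goes with liver. apoa2 had 2 counts in both ovaries and fabp10a 7 and 1, and 4 of the 10 genes were lower in ovary replicate 1 than in both testes, which goes against it. Liver in the dissected ovary cannot be told apart from expression in the ovary, because the genes of the list go both ways and their levels in liver were not measured.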
